A study of Mus musculus with 48 samples. Its data were reported in "The lupus susceptibility allele DRB1*03:01 encodes a disease-driving epitope" (2022).

How the data were processed

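Messenger RNA was sequenced from RAW264.7 cells, a mouse macrophage line, in 48 libraries. The labels give 8 groups of 6 libraries: PBS, the peptides LE, SE and PE at 100 µg/ml, IFN-γ at 5 ng/ml, and each peptide together with IFN-γ, all after 72 h. The labels name the libraries in 2 ways. Replicates 1 to 3 of every group carry a letter and replicates 4 to 6 carry a number after "HLA". These are called the letter-labelled and the HLA-labelled series here. A figure legend of the study gives 2 independent experiments, so the series were treated as a possible batch throughout.

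The authors deposited 1 table of read counts per gene, with 49568 genes and 48 columns, and every column could be matched to 1 sample by its name. By the study's methods, poly(A) RNA was made into stranded libraries and read single-ended over 100 bases, and only uniquely mapped reads were counted with featureCounts (Rsubread 1.5.0p3) on GENCODE M12. The authors tested their counts with DESeq2 1.16.1 in R 3.4.1, and their fold changes are not used here. The deposited counts are whole numbers with different totals per library, so they were used as counts without normalization. In the gene column, 26 names looked like dates, as a spreadsheet makes from gene symbols, and 2 names occurred more than 1 time (4 lines of the table). These genes were kept in the totals and the fits and are not named.

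A poly(A) library misses most transcripts without a poly(A) tail, such as those of replication-dependent histone genes. Counting only uniquely mapped reads lowers the counts of near-identical copies, such as members of the Bglap family. Total counts per library had a median of 22.9 M (M for mega), with 16.5 M to 26.9 M in the letter-labelled series and 14.1 M to 42.6 M in the HLA-labelled series. The 10 most abundant genes took 7.49% to 8.86% of the counts in the letter-labelled and 11.7% to 15.6% in the HLA-labelled libraries. A gene with 3 counts or fewer in every library of a group was taken as being at the floor, and a fold change against such a group was computed against 3 counts and is given as a lower bound. Such bounds cover counting error only.

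Libraries were compared in pairs with a chi-square test per gene pair sum of at least 20 counts. Over all 1128 pairs the lowest chi-square per degree of freedom was 3.89, and the median over the 48 replicate pairs of 1 group and series was 11.9, so no library was found to be deposited more than 1 time. Every library was counted as 1 replicate.

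Tests across genes used edgeR 4.0.16 (quasi-likelihood F test, TMM scaling, filterByExpr) in R 4.3.3 on the counts as deposited. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05 and its fold change over 1.5. The study's 2 models were followed. Model A compares each peptide plus IFN-γ with IFN-γ alone, in a fit of those 4 groups. Model B compares each peptide plus IFN-γ with the peptide alone, in a fit of those 6 groups. IFN-γ was compared with PBS in a fit of those groups, the peptides alone with PBS in a fit of the 4 groups without IFN-γ, and the interaction of each peptide with IFN-γ in a fit of all 8 groups. The designs, the alternatives and the rule for named genes were fixed before the data were examined.

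The rule named 16 genes that the study names or measures, as gene or as protein, and up to 3 genes per direction with the largest fold change among the called genes of a comparison, given a mean of at least 10 CPM (counts scaled to the library's total, per mega) and the same direction in both label series. Where a gene is named for the letter-labelled series alone, it was chosen after its values were seen. Sets of genes were tested with camera (limma 3.58.1) at a preset correlation of 0.01, for 13 sets and 7 comparisons, which makes 91 tests adjusted together. The sets were written down by hand: replication-dependent histones, DNA replication, mitosis, TLR and NF-κB targets, type I interferon targets, IFN-γ targets, ER chaperones, ATF4 and CHOP targets, cholesterol synthesis, the respiratory chain, osteoclast genes, and the study's own lists of 22 genes tied to LE and lupus (SLE) and 26 genes tied to SE and rheumatoid arthritis (RA). The study's lists share 9 genes and were drawn by its authors from these same libraries, so they are not independent evidence.

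The first check of the data was whether the IFN-γ targets were high in the libraries labelled with IFN-γ. In the HLA-labelled series they were against the label in 12 of 24 libraries. The groups were kept as labelled. Counts of called genes between groups are given for both series together, as designed, and for each series alone. Most gene set medians, the marker levels and the trends on length and GC content are given for the letter-labelled series. Fits on each series alone were among the alternatives chosen beforehand. Using the letter-labelled series as a base for all other alternatives was chosen after seeing the data.

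Replicate numbers were checked as pairs by correlating, over genes, the deviations of same-numbered libraries from their group means. Over both series every one of 168 correlations was over 0.1 (0.31 to 0.973), because a number also tells the series. Within the letter-labelled series 48.8% of 84 correlations were over 0.1, with a median of 0.0888, and within the HLA-labelled series 44% of 84. The median was 0.0906 in the HLA-labelled series, and for libraries of other numbers it was -0.0462 and -0.0476 in the letter-labelled and HLA-labelled series. The numbers therefore paired libraries mainly by way of the series, and a weak pairing within a series is not excluded. Fits with the replicate number or the series as a block are given where they changed a count.

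The alternatives were DESeq2 1.42.0, size factors by median of ratios (RLE), no filter on low counts, all libraries in 1 fit, blocks for the replicate number or the series, each series alone, no fold change minimum, protein-coding genes only, and leaving out each replicate number. By its methods the study considered protein-coding genes only, while the counts here are over all genes unless stated. Gene positions, transcript lengths, GC content and biotypes came from GENCODE M21, a later release on the same mouse build (GRCm38) as M12. Of the gene names, 95.3% were found there, and 21334 were protein-coding.

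Where 2 effects share libraries, groups without a peptide effect were drawn 20 times as negative binomial counts, those without IFN-γ around the means of PBS and those with it around the means of IFNy, with the spread estimated from the libraries. The IFN-γ effect was thus kept, and these are called unchanged groups. The fits were tested on simulated counts drawn from the means and library sizes of the Model A libraries, with 200 genes changed by known folds, 1 gene set raised and the spread found within series. With the 24 libraries of both series, 97.5% of the changed genes were called over 13520 genes, 4 unchanged genes were called, and 0 genes were called in an unchanged comparison. The simulated libraries held no difference between series and no response against the label, and the changed genes were drawn above a minimum level. The 97.5% is therefore not the share that the real fits on both series would find. With the 12 letter-labelled libraries, 100% were called over 12548 genes, with 3 unchanged genes called and 1 gene in the unchanged comparison. Camera gave an adjusted p of 2.45e-24 to a raised set in the letter-labelled simulation and called 0 unchanged sets.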

Results

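RAW264.7 macrophages were exposed for 72 h to PBS or to 1 of 3 synthetic peptides copied from the same region of the HLA-DR β chain, with or without IFN-γ, a cytokine that activates macrophages. LE is the peptide of the allele tied to systemic lupus erythematosus, SE that of alleles tied to rheumatoid arthritis, and PE that of a protective allele. Polyadenylated RNA was sequenced in 6 libraries per group, 3 with a letter label and 3 with an HLA label, and the values are read counts per gene. The total count per library had a median of 22.9 M (M for mega) in the letter-labelled and 23.2 M in the HLA-labelled series, and ran from 16.5 M to 26.9 M and from 14.1 M to 42.6 M.

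The first comparison asked whether the labels and the IFN-γ response went together. The response was measured as the mean log2 CPM of 20 IFN-γ target genes. In the letter-labelled series, the 12 libraries labelled with IFN-γ had values from 6.96 to 7.37 and the 12 labelled without it from 1.04 to 1.54, so 24 of 24 libraries went with their label. In the HLA-labelled series 12 of 24 libraries went against it. The 6 libraries labelled LE or PE without IFN-γ had values from 7.16 to 7.55. The 6 libraries labelled IFNy or SE+IFNy had values from 0.76 to 1.51. Cxcl9, an IFN-γ target (chromosome 5, 92321347 to 92328079), had from 0 to 0.0446 CPM in the HLA-labelled libraries labelled IFNy and from 55.2 to 125 CPM in those labelled LE. A direction that rests on the HLA-labelled libraries is therefore a direction between libraries labelled so, and every comparison was recomputed within each series.

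**Figure D1:**
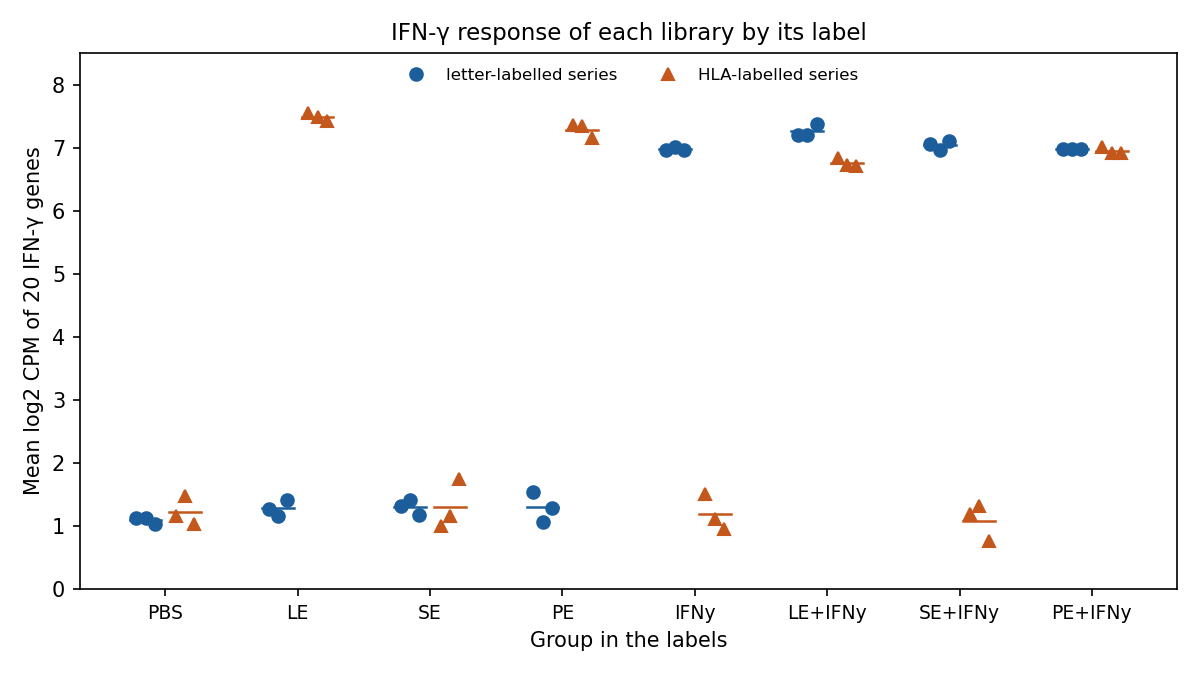
Mean log2 CPM of 20 IFN-γ target genes (vertical axis) in each of the 48 libraries by the group in its label (horizontal axis), with letter-labelled libraries as circles, HLA-labelled libraries as triangles and a bar at each mean (n = 3). All letter-labelled libraries with IFN-γ lie at 6.96 or above and all without it at 1.54 or below, while the HLA-labelled libraries of LE, PE, IFNy and SE+IFNy lie on the other side from their labels.

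IFN-γ was compared with PBS as the positive control. On both series 1 of 12917 genes was called, Mmp9, which was lower by a log2 fold change of -1.71 (SE 0.193, edgeR adjusted p 0.0156) and was singled out after its value was seen, and 764 genes had an unadjusted p under 0.05. The letter-labelled series gave 2213 called genes of 12242, 1199 higher and 1014 lower. In the HLA-labelled series 0 of 13690 genes were called, and 1447 had an unadjusted p under 0.05. With the replicate number as a block 0 genes were called on both series, and with the series as a block 40. Within the letter-labelled series Gbp2 rose by a log2 fold change of 8.03 (SE 0.133, edgeR adjusted p 5.14e-12) and Irf1 by 2.84 (SE 0.112, edgeR adjusted p 5.01e-09). Cxcl9 had 0 counts in the letter-labelled PBS libraries and 29.5 ± 11.9 CPM (SD, n = 3) with IFN-γ, which was at least 220-fold higher. Cx3cr1 (chromosome 9, 119901616 to 120069879) fell by 5.93 on the log2 scale (SE 0.351, edgeR adjusted p 1.76e-07).

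The peptides without IFN-γ were compared with PBS to ask whether a peptide acted alone. On both series 0 of 13794 genes were called for LE, SE or PE, while 1813, 55 and 1717 genes had an unadjusted p under 0.05. With the replicate number as a block 857 genes were called for LE and 680 for PE. Within the HLA-labelled series the libraries labelled LE differed from those labelled PBS at 4065 genes and those labelled PE at 3627, which are the libraries with a high IFN-γ response, and 0 genes were called for SE (1046 with an unadjusted p under 0.05). Within the letter-labelled series 3 of 12420 genes were called for LE, 239 for SE (84 higher, 155 lower) and 389 for PE (81 higher, 308 lower). Each of these counts rested on single replicate numbers. Without replicate 1, 3 genes were called for SE and 0 for PE, and without replicate 2 these were 419 and 1022, and without replicate 3 they were 17 and 59. Of the calls for SE and PE, 106 were shared, all in the same direction, against the same PBS libraries. The correlation across genes of these 2 effects was 0.769, where unchanged groups simulated against those libraries gave a median of 0.478, and the same sign was found in 83.9% against 66.3% of genes. The 3 genes called for LE were Lcn2, Procr and Avil, singled out after their values were seen. Lcn2 (chromosome 2, 32384633 to 32388252) rose by 1.34 with LE (SE 0.13, edgeR adjusted p 0.000548) and by 1.60 with SE (SE 0.13, edgeR adjusted p 4.94e-05). Abca1 fell by 1.45 on the log2 scale with PE (SE 0.272, edgeR adjusted p 0.00645). Across genes, the fold changes fell with transcript length for SE (Spearman's rho -0.476), PE (-0.489) and LE (-0.398, with 3 called genes), where genes are not independent replicates. The median transcript length was 5797 bases in the genes lower with SE and 1499 bases in those higher.

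Model A asked what each peptide changed in the presence of IFN-γ. On both series 110 of 13961 genes were called for LE, 56 higher and 54 lower. For SE and PE 0 genes were called, and 407 and 555 had an unadjusted p under 0.05. Leaving out replicate 4 gave 86 called genes for LE, and leaving out any other replicate number gave 0. The choice that moved these counts most was the series. Within the letter-labelled libraries 1972 of 12720 genes were called for LE (1218 higher, 754 lower), 940 for SE (637 higher, 303 lower) and 80 for PE (57 higher, 23 lower). Within the HLA-labelled libraries 1929 genes were called for LE, 10 for SE and 1890 for PE, against libraries labelled IFNy that had no IFN-γ response. With the replicate block on both series the counts were 880 for LE and 2 for SE, and with the series as a block 1048, 7 and 1. The letter-labelled count for PE rested on single replicates, with 4 genes called without replicate 1, 250 without replicate 2 and 9 without replicate 3. Of the letter-labelled calls, 671 genes were shared by LE and SE, 669 of them in the same direction. The correlation across genes of the LE and SE effects was 0.761, where unchanged groups simulated against the same IFN-γ libraries gave a median of 0.506, since both effects share those libraries.

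**Figure D2:**
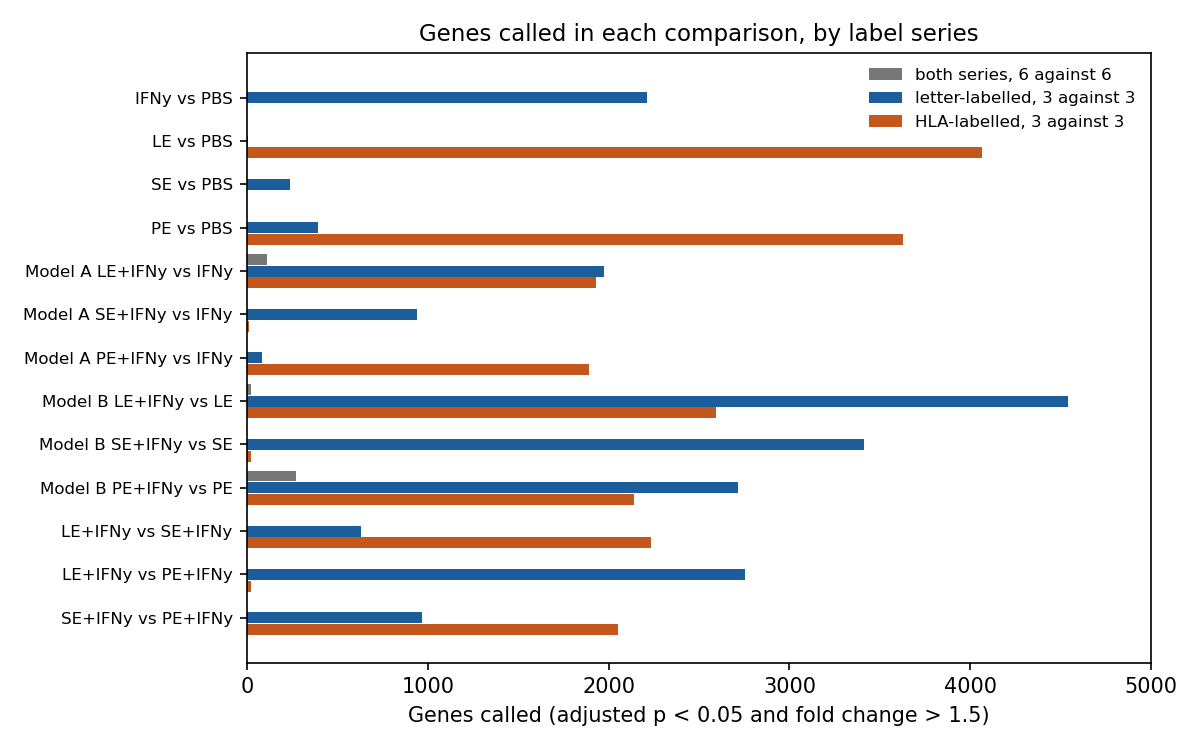
Number of genes called (horizontal axis, adjusted p under 0.05 and fold change over 1.5) in each of 13 comparisons between groups, for both label series together (grey), the letter-labelled libraries (blue) and the HLA-labelled libraries (orange). Model A for LE gave 110, 1972 and 1929 genes, and IFNy vs PBS gave 1, 2213 and 0.

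By the rule fixed beforehand, the genes with the largest changes for LE in Model A on both series included Dio2, Arrdc3 and Plk2, which were higher, and Acy1 and Kbtbd11, which were lower. Dio2 (chromosome 12, 90724552 to 90738438) rose by a log2 fold change of 2.13 (SE 0.36, edgeR adjusted p 0.0155) on both series, by 2.22 in the letter-labelled and by 2.02 in the HLA-labelled libraries. Arrdc3 (chromosome 13, 80883384 to 80896042) rose by 1.93 (SE 0.374, edgeR adjusted p 0.02), with 2.84 and 1.25 in the separate series. Plk2 rose by 1.72 (SE 0.424, edgeR adjusted p 0.0442). Acy1 (chromosome 9, 106432981 to 106438319) fell by 1.78 on the log2 scale (SE 0.375, edgeR adjusted p 0.0238), and Kbtbd11 changed by -1.72 (SE 0.427, edgeR adjusted p 0.045). Each of these genes was called in each series alone, but the IFN-γ state of the HLA-labelled libraries labelled IFNy went against the label, so only the letter-labelled values compare libraries whose response went with the label.

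Among the 16 genes listed beforehand that the study names or measures, the letter-labelled series gave the following Model A changes. Irf4 (chromosome 13, 30749226 to 30766976) was 4.57 ± 0.581 CPM with IFN-γ, 22.9 ± 0.589 CPM with LE added and 15.3 ± 2.1 CPM with SE added (SD, n = 3), a log2 fold change of 2.28 for LE (SE 0.124, edgeR adjusted p 2.13e-10) and 1.73 for SE (SE 0.127, edgeR adjusted p 1.66e-08). Ccl5 (chromosome 11, 83525778 to 83530518) was 7.86 ± 0.664 CPM with IFN-γ, 31.6 ± 0.632 with LE, 80.3 ± 7.89 with SE and 14.25 ± 0.395 with PE (SD, n = 3). Ccl5 was also called as higher with PE, at a log2 fold change of 0.876. It was the called gene of this list that was higher with SE than with LE, by a log2 fold change of -1.38 for LE against SE (SE 0.074, edgeR adjusted p 5.43e-09). Pim1, Traf1, Tnfrsf9, Tnfaip3 and Irf7 were called as higher with both LE and SE, with log2 fold changes from 1.02 to 2.47 for LE and from 1.25 to 2.40 for SE. None of these 5 was called for PE or between LE and SE. Relb was called for SE, at 0.71, and was at 0.56 for LE, under the fold change minimum, and the difference between LE and SE was not past the threshold (edgeR adjusted p 0.0805). Ifi44, Dnase1l3, Hspa5 and Ddit3 were not called in Model A. Hspa5 changed by -0.49 with LE (edgeR adjusted p 3.56e-06) and Ddit3 by -0.40 (edgeR adjusted p 3.14e-05), both past the p threshold and under the fold change minimum. Ifi44l, which the study also names and which was not among the 16, was at -0.343 with LE (edgeR adjusted p 0.00348) and -0.39 with SE (edgeR adjusted p 0.0024), also under that minimum.

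The 4 macrophage activation markers Cxcl10, Nos2, Tnf and Il1b were followed through all groups. Over 16 comparisons, 1 of 63 values tested was called on both series, Tnf for LE in Model A at a log2 fold change of 1.00 (SE 0.176, edgeR adjusted p 0.0155), and 31 of 60 in the letter-labelled series. In the letter-labelled libraries, Nos2 was 20.9 ± 12 CPM with PBS, 291 ± 28.1 with IFN-γ, 563 ± 46.3 with LE added, 407 ± 34 with SE added and 238 ± 19.1 with PE added (SD, n = 3). Tnf was 56.5 ± 5.95 CPM with IFN-γ, 125 ± 11.7 with LE and 85.4 ± 3.25 with SE (SD, n = 3). Cxcl10 was 4.02 ± 0.365 CPM with IFN-γ, 14.1 ± 4.26 with LE and 10.4 ± 1.91 with SE (SD, n = 3). Il1b stayed near the floor, with 1 to 9 counts per library with IFN-γ, 21 to 31 with LE and 16 to 38 with SE. All 4 genes were called for LE in Model A, while Nos2 and Tnf stayed under the fold change minimum for SE at 0.47 and 0.58. Without IFN-γ, none of Cxcl10, Nos2 and Tnf differed from PBS past the threshold with LE, SE or PE in the letter-labelled series (edgeR adjusted p from 0.213 to 0.966), and Il1b was too low to be tested there.

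The peptides were then compared with each other in the presence of IFN-γ. On both series 1 gene was called between LE and SE (0 when any single replicate number was left out), Adhfe1, singled out after its value was seen, at a log2 fold change of 0.63 (edgeR adjusted p 0.0385), and 1425 genes had an unadjusted p under 0.05. Between LE and PE and between SE and PE 0 genes were called, with 1317 and 1271 genes at an unadjusted p under 0.05. The replicate block gave 269, 245 and 14 called genes. The letter-labelled libraries gave 627 genes between LE and SE (421 higher with LE, 206 lower), 2752 between LE and PE and 966 between SE and PE. The HLA-labelled libraries gave 2236, 19 and 2051. In the letter-labelled series the LE against SE fold changes rose with transcript length (Spearman's rho 0.356) and fell with GC content (-0.466). Genes are not independent replicates. After both trends were subtracted, 60.9% of the 612 calls with known values were still past 1.5-fold in the same direction. Among the letter-labelled libraries Prr11, Aspm and Knl1 were highest with LE against SE, at log2 fold changes of 1.61 (SE 0.163), 1.42 (SE 0.135) and 1.34 (SE 0.166), with edgeR adjusted p of 5.99e-06, 3.89e-06 and 2.65e-05, and the lowest were Ccl5, Cdsn at -1.14 and Lcn2 at -0.96.

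Genes called for 1 peptide and not for the others were counted to separate the peptides, over all genes. On both series, 110 genes were called only for LE in Model A and 0 of them were called between LE and SE. No gene was called only for SE. The letter-labelled series had 1292 genes called only for LE, and 329 of these also differed directly between LE and SE. For SE the count was 257, with 58 called directly, and for PE it was 37. With protein-coding genes only, the letter-labelled counts were 1098 for LE, 211 for SE and 32 for PE, and on both series 132, 0 and 0. In the HLA-labelled series 435 genes were called only for LE, 4 only for SE and 396 only for PE.

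Model B asked what IFN-γ changed in the presence of each peptide. On both series 21 of 14339 genes were called for LE, 0 for SE (969 with an unadjusted p under 0.05) and 271 for PE (125 higher, 146 lower). The replicate block gave 558, 3 and 815. Leaving out single replicate numbers gave 1 or 2 genes for LE and, for PE, from 98 (without replicate 1) to 217 (without replicate 6). The letter-labelled libraries had 4540 called genes for LE (2477 higher, 2063 lower), 3410 for SE and 2715 for PE. The HLA-labelled libraries gave 2593, 21 and 2140. In that series the IFN-γ response was high in both groups compared for LE and for PE, and absent in both for SE. The HLA-labelled counts therefore do not measure what IFN-γ changed, and the fits on both series rest in part on these libraries. On both series the largest fall for PE was that of Cx3cr1, by 5.41 on the log2 scale (SE 0.952, edgeR adjusted p 0.00133), followed by F10 at -2.62 and Ctsk at -2.57, and the largest rises were Bglap2 at 2.98, whose reads can be split with near-identical copies, Tarm1 at 1.82 and Tenm4 at 1.72. For LE the rule gave Mmp19 at 1.05, Dgat2 at 0.99 and Parp4 at 0.95 as higher and Gpr183 at -1.86, Oas2 at -1.03 and Fos at -0.83 as lower, with edgeR adjusted p from 0.0142 to 0.0317. Of the 2213 genes called for IFN-γ against PBS in the letter-labelled series, 1581 were called for LE in Model B, 1561 for SE and 1800 for PE. Genes called in only 1 of the peptides in Model B numbered 4 for LE, 0 for SE and 254 for PE on both series, and 1400, 307 and 543 in the letter-labelled series. Genes called in Models A and B numbered 0 for each peptide on both series. With letter-labelled libraries alone 903 were higher and 480 lower in both models for LE, 433 and 147 for SE, and 27 and 5 for PE. The 2 models share the libraries with peptide and IFN-γ. The correlation across genes of their effects was 0.558 for LE, 0.413 for SE and 0.00747 for PE, and groups simulated with the IFN-γ effect and no peptide effect gave medians of 0.108, 0.114 and 0.122. The share of the same sign was 75.9%, 64.6% and 46.6%, with medians of 54.6%, 54.7% and 55.4% in the simulation. Both measures were above those of shared libraries for LE and SE, and not for PE.

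The interaction of peptide and IFN-γ tested whether a peptide changed the IFN-γ response. On both series 0 of 14570 genes were called for LE, SE or PE, with 239, 88 and 583 genes at an unadjusted p under 0.05. In the letter-labelled series 2471 of 13096 genes were called for LE, 1042 for SE and 0 for PE (1073 with an unadjusted p under 0.05). In the HLA-labelled libraries the counts were 2495, 0 (534 with an unadjusted p under 0.05) and 2145. Of the 1972 genes called for LE in Model A in the letter-labelled series, 1443 also had a called interaction, and of the 940 for SE, 455. Both effects are computed from the same peptide and IFN-γ libraries. Their correlation across genes was 0.896 for LE and 0.744 for SE, where unchanged groups simulated with the libraries shared in this way gave medians of 0.692 and 0.694. The same sign was found in 86.9% of genes for LE, over the 74.6% of unchanged groups, and in 72.1% for SE, under their 74.8%, so for SE the 2 measures went different ways. Irf4 had an interaction of 2.72 with LE (SE 0.286, edgeR adjusted p 1.87e-07) and 2.40 with SE (SE 0.29, edgeR adjusted p 4.38e-06). Leaving out replicate 1 lowered the count for SE to 551.

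Sets of genes were tested to describe the direction of groups of related genes. On both series 58 of 91 tests were past the threshold with camera, of which 7 held with fry, a rotation test, and 0 with an estimated correlation between genes. In the letter-labelled series 45 were past the threshold, of which 35 held with fry and 0 with an estimated correlation. Fry by itself put 43 of the 91 tests past the threshold there. The values that follow are medians of log2 fold changes in the letter-labelled series with camera's adjusted p. The study's list tied to LE was higher with LE (median 1.55, 22 of 22 genes, adjusted p 1.23e-20) and with SE (1.30, 22 of 22 genes, adjusted p 9.7e-26). The list tied to SE was higher with SE (1.30, 26 of 26 genes, adjusted p 2.6e-31) and with LE (1.51, 26 of 26 genes, adjusted p 6.37e-21). Called genes of the first list numbered 22 for LE and 20 for SE, and those adjusted over the list alone also 22 and 20. For the second list they were 23 and 24, and adjusted over the list alone 23 and 24. With PE the medians were 0.08 (17 of 22 genes higher, adjusted p 0.0659) and 0.17 (22 of 26 genes higher, adjusted p 0.001). The call of the second list with PE did not hold with fry (adjusted p 0.0848). Directly between LE and SE the first list was higher with LE (0.425, 19 of 22 genes, adjusted p 5.28e-05) and the second did not differ past the threshold (0.03, adjusted p 0.729).

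DNA replication genes were higher with LE (median 0.89, 29 of 30 genes, adjusted p 4.37e-16) and SE (0.435, 28 of 30, adjusted p 6.42e-12). Mitosis genes were lower with SE (-0.50, 1 of 20 higher, adjusted p 2.78e-07) and higher with LE (0.38, 16 of 20 higher, adjusted p 0.00471), a call that did not hold with fry (adjusted p 0.0846) or without replicate 2 (0.22). Between LE and SE, mitosis genes were higher with LE in 20 of 20 genes (0.94, adjusted p 1.81e-16), and 18 were called. TLR and NF-κB targets were higher with LE (1.10) and SE (0.67), osteoclast genes with LE (0.45) and SE (0.41), and type I interferon targets with LE (0.28) and SE (0.23). ER chaperones were lower with LE (-0.81, 12 called, adjusted p 1.5e-11) and SE (-0.54, 9 called, adjusted p 1.58e-15), as were cholesterol synthesis genes (-0.54 and -0.47, adjusted p 3.46e-08 and 1.65e-10). Both sets were also lower with PE, by less (-0.105, adjusted p 0.001, and -0.152, adjusted p 0.000151, 0 called), and both calls held with fry. With PE, DNA replication (0.127), TLR targets (0.151) and the study's list tied to SE (0.169) were past camera's threshold and not past that of fry. ATF4 and CHOP targets, IFN-γ targets and the 11 histone genes that passed the filter, of 70, were not past camera's threshold for LE or SE. With fry, IFN-γ targets (median 0.038, 6 called higher and 1 lower, adjusted p 0.00836) and histone genes (adjusted p 0.0111) were past it for LE. They were not past it for SE (fry adjusted p 0.725 and 0.204). Respiratory chain genes were slightly lower with LE (-0.155, adjusted p 0.000328), a call that did not hold with fry, and slightly higher with PE (0.19). Without IFN-γ, respiratory chain genes were higher with each peptide (0.18 for LE, 0.30 for SE and 0.33 for PE) and mitosis genes lower (-0.25, -0.44 and -0.24), where the call for PE did not hold with fry (adjusted p 0.0759). IFN-γ targets were slightly higher with SE (0.266, 14 of 14 genes, adjusted p 0.00104) and LE (0.115, 10 of 14, adjusted p 0.0182). Osteoclast genes were higher with LE (0.213, 9 of 13, adjusted p 0.00369). The calls for IFN-γ targets and osteoclast genes held with fry. With PE neither set was past the threshold (adjusted p 0.162 and 0.851), nor were osteoclast genes with SE (adjusted p 0.412).

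Not all of these directions were found in the HLA-labelled libraries. Mitosis genes had a median of 0.497 between LE and SE on both series (20 of 20 higher, fry adjusted p 0.0434) and 0.024 in the HLA-labelled libraries (10 of 20 higher), where those labelled SE+IFNy had no IFN-γ response. DNA replication genes with LE in Model A were at 0.296 on both series (fry adjusted p 0.295) and lower in the HLA-labelled libraries (-0.272, 8 of 30 higher, camera adjusted p 0.00236). ER chaperones were at -0.369 on both series (fry adjusted p 0.0709) and at 0.065 in the HLA-labelled libraries, not past the threshold. The HLA-labelled libraries labelled IFNy had no IFN-γ response and those labelled LE+IFNy had one, so these values do not separate LE from IFN-γ. In the letter-labelled series, IFN-γ against PBS gave medians of -0.169 for DNA replication genes and 0.31 for ER chaperones.

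**Figure D3:**
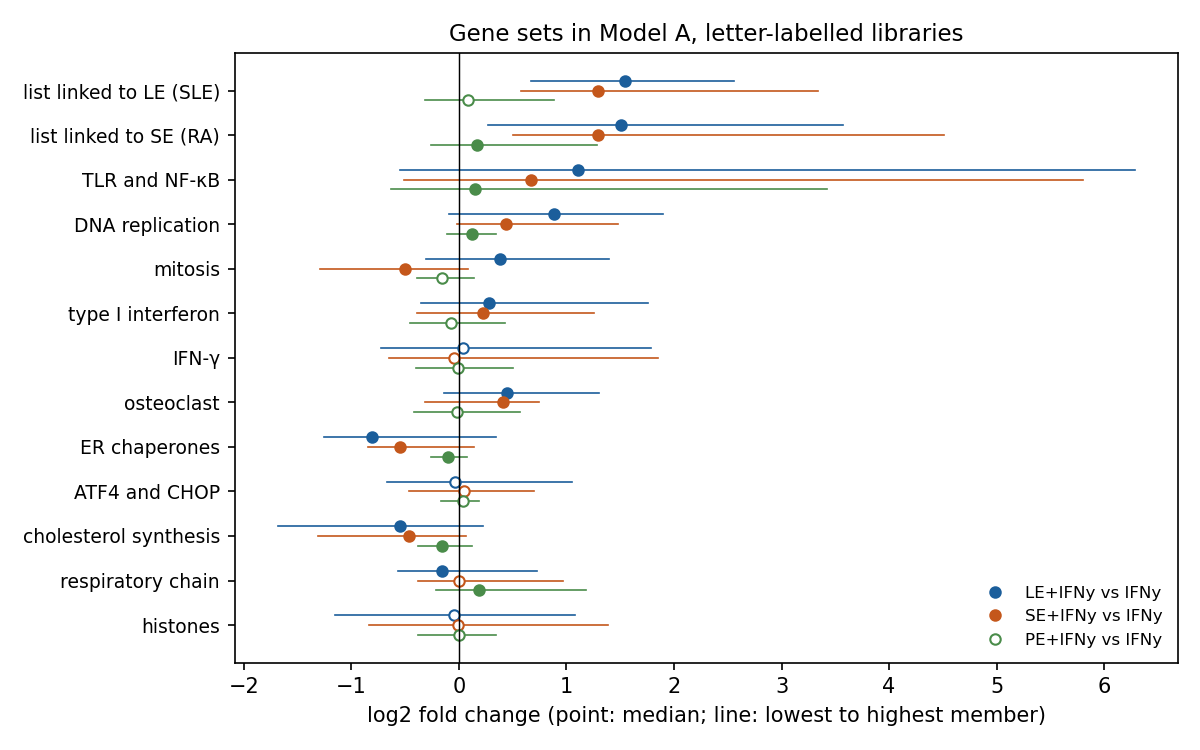
Median log2 fold change in Model A (points) and the lowest and highest member (lines) of 13 gene sets in the letter-labelled libraries, for LE (blue), SE (orange) and PE (green), with filled points where camera's adjusted p was under 0.05. The study's lists reach 1.55 and 1.51 with LE and 1.30 with SE, and mitosis genes lie at 0.38 with LE and -0.50 with SE.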

Values the study reported

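For Model A in the mouse macrophages, the study reported 683 genes changed only by LE, 349 only by SE and 11 only by PE. For Model B it reported 764 genes changed only by LE, 270 only by SE and 449 only by PE. Of the genes changed in both models, it reported 773 raised and 378 lowered for LE, 573 raised and 286 lowered for SE, and 16 raised and none lowered for PE. Without IFN-γ, it reported no significant peptide effect on marker genes by qRT-PCR.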

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

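The tests of why the HLA-labelled series went against its labels were chosen only after the result was seen, except for the test on peptide genes and the test on the nearest profile by run of columns. The group labels of the HLA-labelled libraries were not changed by any of these tests.

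The IFN-γ score of PBS replicate 5 lay far from the other PBS libraries, at 1.47. Of 48 values tested in this way 1 stood apart, where chance gives 2.4, so nothing more was made of it. No biological explanation was tested.

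The 13 comparisons differed between the label series by edgeR's test of the difference itself (the same thresholds) over 15139 genes. The differing genes numbered 2612 for IFNy vs PBS, 3718 for LE vs PBS, 711 for SE vs PBS and 4186 for PE vs PBS. In Model A they numbered 3052 for LE, 632 for SE and 2022 for PE, and in Model B 6027, 3372 and 3966. Between peptides with IFN-γ they numbered 2852 for LE against SE, 2566 for LE against PE and 2603 for SE against PE.

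Of these comparisons, SE vs PBS and LE against PE with IFN-γ hold none of the 12 HLA-labelled libraries whose IFN-γ response went against the label, so that response does not explain their 711 and 2566 genes. The other comparisons each hold 3 or more of these libraries. The tables argue against an effect of the peptides alone, since the highest IFN-γ score of a letter-labelled LE or PE library was 1.54. They argue against IFN-γ that was left out or inactive throughout that series, since 6 of the 12 HLA-labelled libraries labelled with it had a high score. They argue against mixed RNA or reads, since Cxcl9 reached at most 0.0733 CPM in the HLA-labelled libraries labelled IFNy or SE+IFNy. Mislabelled samples stay open as a candidate explanation. In the deposited table, all 6 libraries lay on the same side of the response in 8 of 8 runs of 6 adjacent columns, although 0 of these runs hold 1 group by label. An exchange of labels between peptides as well may be part of it: 0 of the 3 HLA-labelled libraries highest on the LE+IFNy genes of the letter-labelled series (723 higher, 357 lower) were labelled LE+IFNy. Of these 3, 2 were labelled LE and 1 PE, and the 6 highest were 3 labelled LE and 3 labelled PE. The libraries labelled LE name the same peptide, so this count alone does not need an exchange between peptides. An exchange by whole runs of columns may also be part of such a mislabelling. The profile of 15 of 24 HLA-labelled libraries was nearest to the letter-labelled group in the same run, and 0 of 24 to the group with the same label, over 8801 genes. Of the letter-labelled libraries 17 of 24 were nearest to their own group, so this measure does not place every library. On the LE+IFNy genes, the HLA-labelled libraries in the run of letter-labelled LE+IFNy, which are labelled PE, ranked 3, 4 and 6. Those in the run of letter-labelled SE+IFNy, which are labelled LE, ranked 1, 2 and 5. In the letter-labelled series, the LE+IFNy libraries ranked 1 to 3 and the SE+IFNy libraries 4 to 6. The 6 highest HLA-labelled libraries were thus those in these 2 runs, as the exchange by runs needs. The ranking did not separate the 2 runs from each other, so their order does not go with that exchange. A biological difference between the experiments was not tested.

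The effect of a peptide differed with and without IFN-γ in the letter-labelled series, by the interaction test, at 2471 genes for LE and 1042 genes for SE. Of 100 splits counted, with the real split among them, 1 gave as many genes for LE and 2 gave as many for SE. For PE, where 0 genes were called (1073 with an unadjusted p under 0.05), any split gives at least as many, so the splits decide nothing. After a trend on transcript length was subtracted, 71.4% of the LE calls and 72.9% of the SE calls with a known length were still past 1.5-fold in the same direction. After a trend on GC content was subtracted, these shares were 65% and 81.3%. The values argue against either trend as the whole cause. A dependence of the LE and SE effects on IFN-γ, which the design names, stays open as a hypothesis, and library size was not tested on the interaction.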

How the results depend on the processing

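No test of this part was chosen only after the result was seen, but the letter-labelled series as a base for the other alternatives was chosen after seeing the data. The replicate block and protein-coding genes for the genes called in both models, or for 1 peptide only in Model B, were also added after seeing the data. Counts are of called genes, and a count does not say which genes. The cause of a change was not tested unless given.

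DESeq2 on both series gave 50 genes for IFNy vs PBS, 450 for LE, 1 for SE and 364 for PE against PBS, 311 for LE in Model A (311 only for LE), 157, 123 and 442 for LE, SE and PE in Model B, 117 for LE against SE, 66 for LE against PE, 63 for SE against PE, interactions of 7, 1 and 7, and 10 marker values. RLE size factors gave 0 for LE against SE. Without a filter, which tests more genes, the counts were 15 for LE in Model A (15 only for LE), 5 and 139 for LE and PE in Model B and 0 for LE against SE. With all 48 libraries in 1 fit they were 0 for IFNy vs PBS, 116 and 83 for LE and PE against PBS, 0 for LE in Model A (0 only for LE), 0 for LE against SE and 20 for SE against PE.

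The replicate block gave 0 for IFNy vs PBS, 857 and 680 for LE and PE against PBS, 880 and 2 for LE and SE in Model A (878 in genes called for LE only in Model A), 558, 3 and 815 in Model B, 269, 245 and 14 between peptides, interactions of 1 for LE and 11 for PE, and 12 marker values. The series as a block gave 40 for IFNy vs PBS, 1123 and 932 for LE and PE against PBS, 1048, 7 and 1 in Model A (1040 only for LE), 663, 4 and 882 in Model B, 502, 374 and 439 between peptides, interactions of 1 for LE and 1 for PE, and 12 marker values. The replicate block also gave 254 and 510 genes only for LE and PE in Model B and 58 in both models for LE on both series, and 62 only for PE in Model A in the letter-labelled series. The other counts of comparisons on both series stayed within 1.5 times with this block.

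The letter-labelled libraries alone gave 2213 for IFNy vs PBS, 3, 239 and 389 for LE, SE and PE against PBS, 1972, 940 and 80 in Model A (1292 only for LE, 257 only for SE), 4540, 3410 and 2715 in Model B, 627, 2752 and 966 between peptides, interactions of 2471 for LE and 1042 for SE, and 31 marker values. The HLA-labelled libraries alone gave 0 for IFNy vs PBS (1447 with an unadjusted p under 0.05), 4065 and 3627 for LE and PE against PBS, 1929, 10 and 1890 in Model A (435 only for LE, 4 only for SE, 396 only for PE), 2593, 21 and 2140 in Model B, 2236, 19 and 2051 between peptides, interactions of 2495 for LE and 2145 for PE, and 35 marker values.

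With no fold change minimum, which lets more genes through, both series gave 183 for LE in Model A (183 only for LE), 32 for LE in Model B and 3 for LE against SE. Protein-coding genes alone gave 42 and 1 for LE and SE in Model B and 2 for LE against SE, and 11 and 1 only for LE and SE in Model B. Over the 6 fits on both series that each left out 1 replicate number, counts ran from 0 to 1 for IFNy vs PBS, 0 to 86 for LE in Model A and for genes called only for LE, 1 to 2 and 98 to 217 for LE and PE in Model B, 0 to 0 for LE against SE, and 0 to 1 for marker values. Of the gene set calls on both series, fry gave 7 and an estimated correlation 0.

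In the letter-labelled series, no fold change minimum gave 4857 for IFNy vs PBS, 1782 and 2479 for SE and PE against PBS, 6419, 4244 and 1274 in Model A (2939 in genes called for LE only in Model A, letter series, and 817 only for SE), 8530, 7445 and 6457 in Model B, 4525, 7621 and 4373 between peptides, and interactions of 5037 and 2591 for LE and SE. LE against PBS gave 57 without a filter, 7 with all 24 libraries in 1 fit and 7 with the replicate block. With this block SE and PE against PBS gave 344 and 514, within 1.5 times of 239 and 389. PE in Model A gave 152 without a filter, 24 with 1 fit and 31 with DESeq2. The PE interaction gave 61 without a filter. Without single replicates, which leaves fewer samples, counts ran from 0 to 1 for LE, 3 to 419 for SE and 0 to 1022 for PE against PBS, 4 to 250 for PE in Model A, 551 to 1193 for the SE interaction and 0 to 1 for the PE interaction. An estimated correlation gave 0 gene set calls. The other comparisons in this series stayed within 1.5 times under the other alternatives.

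The direction turned for 7 values, none of them past the threshold. Over the 3 fits that each left out 1 replicate number, Cxcl10, Model A PE+IFNy vs IFNy, letter series, ran from -0.04 (without replicate 1) to 0.211, Il1b, Model A PE+IFNy vs IFNy, letter series, from -0.048 (without replicate 1) to 1.738, Tnfrsf9, LE+IFNy vs SE+IFNy, letter series, from -0.042 (without replicate 1) to 0.121, and Cxcl10, LE vs PBS, letter series, from -0.502 (without replicate 1) to 0.843. Cxcl10, SE vs PBS, letter series, ran from -0.455 to 0.796 (without replicate 3) and was 0.014 with the replicate block. Nos2, PE vs PBS, letter series, ran from -0.572 to 0.006 (without replicate 3), and Tnf, PE vs PBS, letter series, from -0.1 (without replicate 3) to 0.104. Of the single genes and sets, 53 alternatives were weaker and 11 stronger on both series, and 76 weaker and 11 stronger in the letter-labelled series. RLE moved no share of higher calls by over 10 percentage points. The alternative of another pseudocount was not run, since the values are counts.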

Other observations

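The tests on transcript length and on both trends for SE and PE without IFN-γ, on TLR targets, on single libraries and on the study's lists were chosen only after the result was seen.

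The genes called for SE and PE without IFN-γ in the letter-labelled series went with transcript length. After the trend on length was subtracted, 42.2% of the calls were still past 1.5-fold in the same direction, after that on GC content 54.7%, and after both 34.2%, so neither trend is the whole cause. For the 65.8% that fell under 1.5-fold, an effect of the peptides and a technical trend cannot be told apart, since the trend itself could follow either. Per library, the correlation of deviation and length across genes, which are not independent replicates, ran from -0.497 to -0.402 in the SE and PE libraries and from -0.23 to 0.231 in the PBS libraries. The LE libraries lay from -0.431 to -0.289 although 3 genes were called for LE, so the trend was also found with few calls. Library size was argued against, since 613 calls were made with all libraries thinned to the smallest total. Stimulation of TLR or NF-κB by the peptide preparation stays open. The set had a median of 0.178 with PE, with 10 of 16 genes higher (camera adjusted p 0.328), which decides nothing. It was past camera's threshold with SE (median 0.214, 12 of 16 higher, adjusted p 0.0466) and with LE (0.241, 12 of 16 higher, adjusted p 0.00837), and neither call held with fry (adjusted p 0.134 and 0.186).

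The genes changed by LE in Model A in the letter-labelled series were less tied to these properties. Past 1.5-fold in the same direction stayed 85.2% after the trend on length, 79.9% after that on GC content and 75.3% after both. With libraries thinned to the smallest total 1956 genes were called. These values argue against length, GC content and library size as the whole cause. An effect of LE stays open as a hypothesis.

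The LE and SE effects in Model A share their IFN-γ libraries. Their correlation across genes was 0.761, over the highest of 20 simulated sets of unchanged groups, 0.533, which argues against the shared libraries as the whole cause. Genes are not independent replicates. The same sign was found in 73.8% of 12602 genes, and in a median of 66.7% for unchanged groups.

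Mitosis genes were higher with LE than with SE in the letter-labelled series. Of the 18 called, 17 were still past 1.5-fold after the trend on length, 18 after that on GC content and 18 after both. The lowest median over the 3 fits that each left out 1 replicate number was 0.891. These values argue against the trends and against 1 library as the whole cause.

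If each of the study's lists were specific to its peptide, the list linked to LE would be higher with LE and the list linked to SE higher with SE. Between LE and SE in the letter-labelled libraries, the list linked to LE had a median of 0.425, as that needs. The list linked to SE had a median of 0.034 with members from -0.932 to 0.912, 15 of 26 higher with LE (camera adjusted p 0.729). It was thus not found to be higher with SE, as the second part needs, though a small difference is not excluded. Against IFN-γ alone, 26 of its 26 genes were higher with LE (median 1.51) and 26 with SE (1.30). The lists share 9 genes, and the study drew them from these libraries.

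A rise of replication-dependent histone genes with LE stays open, in poly(A) libraries that miss most such transcripts. For LE in Model A in the letter-labelled series the 11 genes tested had a median of -0.048, with 5 higher and members from -1.147 to 1.076 (adjusted p 0.412 with camera and 0.0111 with fry, 2 called lower). In the HLA-labelled series 59 genes were tested. There the median was 0.917 for libraries labelled LE against PBS (56 higher, 39 called higher), 1.56 for those labelled PE (55 higher, 50 called higher) and 0.514 for SE (59 higher, 0 called), and in Model A for LE it was -0.594 (5 higher, 25 called lower). Each of these 4 was past camera's threshold. The libraries labelled LE and PE there had a high IFN-γ response and those labelled IFNy had none, so 3 of these values do not separate the peptide from IFN-γ. That does not cover SE vs PBS, where neither group had a response, and which in the letter-labelled series had a median of -0.137 (4 of 12 higher, camera adjusted p 0.415).

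Other splits of the same libraries were counted for each comparison. On both series, 100 splits were counted for each, with the real split among them. Of these, 3 gave as many called genes for IFNy vs PBS, 2 for LE in Model A and 2 for the genes called only for LE. The number was 1 for LE in Model B, 3 for PE in Model B and 5 for LE against SE. Where 0 genes were called, all 462 splits gave as many. A split by label series gave from 6195 to 8086 called genes, more than the split by group gave in each comparison, and with the series as a block 1048 genes were called for LE in Model A and 40 for IFNy vs PBS. In the letter-labelled series 3 libraries against 3 make 10 splits, so the share is never under 0.1. The real split alone, 1 of 10, gave as many genes in the 13 comparisons between groups and for the genes called only for LE, and 4 of 10 splits did for those called only for SE.

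The study's counts came from all 6 replicates of a group and from protein-coding genes only, while those here are over all genes unless stated. The counts on both series also pool HLA-labelled libraries whose IFN-γ response went against the label. A lower count there therefore does not by itself speak against the study's count. Which labels the study's fits used for these libraries is not known. In Model A, 110 genes on both series and 1292 in the letter-labelled series were called only for LE. The first is lower and the second higher than the study's count. For SE, 0 genes on both series were called only for SE in Model A (407 with an unadjusted p under 0.05 for SE), which is lower than the study's count. For PE, 0 genes on both series (555 with an unadjusted p under 0.05 for PE) and 37 in the letter-labelled series were called only for PE. The first is lower and the second higher than the study's count. In Model B, 4 genes on both series and 1400 in the letter-labelled series were called only for LE. The first is lower and the second higher than the study's count. For SE in Model B, 0 genes on both series were called (969 with an unadjusted p under 0.05), which is lower than the study's count. For PE in Model B, 254 genes on both series were called only for PE, which is lower than the study's count. Genes called in both models numbered 0 for LE, SE and PE on both series, which is lower than the study's counts where these are above 0. For SE in the letter-labelled series 147 genes were lower in both models, which is fewer than the study's count. For PE in that series 27 genes were higher and 5 lower in both models. Each is higher than the study's count. Other counts of the letter-labelled series lay within 1.5 times of the study's: 257 genes called only for SE in Model A, 307 only for SE and 543 only for PE in Model B, 903 higher and 480 lower in both models for LE, and 433 higher for SE. DESeq2 on both series gave 311 genes called for LE only in Model A, which is also lower than the study's count. With the replicate block on both series, 878 genes only for LE in Model A and 510 only for PE in Model B lay within 1.5 times, and 254 only for LE in Model B and 58 in both models for LE were lower.

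With protein-coding genes only, the letter-labelled series gave 1098 genes only for LE in Model A, 32 only for PE in Model A, 1183 only for LE in Model B, and 25 higher and 4 lower in both models for PE. These are higher than the study's counts. Only for SE in Model A it gave 211, and for SE in both models 378 higher and 110 lower. These are lower than the study's counts, so the 257 and 433 of all genes lay within 1.5 times and the matching protein-coding counts did not. Within 1.5 times lay 222 only for SE and 438 only for PE in Model B, and 796 higher and 403 lower in both models for LE. On both series, protein-coding genes gave 132, 0 and 0 genes only for LE, SE and PE in Model A, 11, 1 and 259 in Model B, and 0 in both models. These are lower than the study's counts where those are above 0, with the same limit from the HLA-labelled libraries.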
